A study of Homo sapiens with 4 samples. Its data were reported in "Human expandable pancreatic progenitor–derived β cells ameliorate diabetes" (2022).

How the data were processed

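BRD4 CUT&Tag libraries were made from hPSC-derived pancreatic progenitors (PPs) of the MEL1 INS-GFP/W line, with 2 samples given DMSO and 2 given 1.0 µM I-BET151 for 7 days, and 100000 cells per assay. Groups were taken from the treatment labels. Each group had 1 peak list, so 2 lists were compared. How the 2 samples of a group were combined into a list is not given in the sources used here, so a list can hold 1 sample or both, and peak lists of single samples were not used here. According to the submitters' processing notes and the study's methods, the authors aligned paired-end reads to hg38 with Bowtie2 2.2.5 and called peaks with MACS2 2.1.2 at a -log10 p of at least 5, keeping duplicate fragments and naming no control library. Without a control library, MACS2 takes the background from the same library, so sites that attract fragments for other reasons than BRD4 are not subtracted. deepTools 3.4.3 and HOMER are also named there, and nothing they made was used.

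For each peak the authors deposited its position, its summit, a score, a fold enrichment and a -log10 p and -log10 q. The score in the deposited lists was the whole part of 10 times the -log10 p, and was not used. The deposited fold enrichment is the ratio of the fragments over the summit to the local background, each with 1 added. The -log10 p deposited by the authors comes from the Poisson tail of that same pileup. Fold and -log10 p depend on the depth of a library, so they served mainly to describe, rank or filter peaks within a list. Stricter cuts in the alternatives were the same for both lists despite their depths. Between lists, peaks were matched on -log10 p only after thinning to the DMSO depth. Pileups solved from both values were compared between lists only after division by the mean coverage. Because both values come from 1 pileup and 1 background, the pileup was solved for each peak, and 100.0% of peaks in each list gave a whole number of fragments within 0.001 of the deposited -log10 p. The lowest background in a list is the mean coverage that MACS2 assigns to the genome, here 3.08 fragments in DMSO and 3.87 in I-BET151. That mean covers fragments from every sequence, the mitochondrial one included. Totals of reads were not given.

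Peaks on chromosomes 1 to 22, X and Y entered the comparisons. A peak was shared when it overlapped a peak of the other list by at least 1 bp (bedtools 2.31.1), and DMSO-only or I-BET151-only otherwise. The overlap by chance came from 100 shuffles of the peaks within their chromosomes, outside runs of at least 1000 unknown bases. Summits were placed at promoters (within 3 kb of a TSS of a protein-coding gene of GENCODE 44), and otherwise in exons, introns or intergenic sequence. Random positions of the same GC content were drawn in bins of 5%. A gene was occupied when a peak overlapped 3 kb either side of any of its TSSs, over 20033 protein-coding genes. Shares have Wilson 95% intervals, which cover counting error only. With 1 list per group no test across samples was possible, and no p-value was computed.

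The gene lists were 3 lists of genes named by the study (progenitor genes, Notch genes, and endocrine progenitor and cell cycle genes) and 26 others: other pancreatic progenitor genes, Notch pathway, endocrine progenitor and islet, acinar, duct, liver, gut and stomach, mesenchyme, neural, pluripotency, endothelium and blood, cell cycle and DNA replication, cyclin-dependent kinase inhibitors, BET proteins and P-TEFb, replication-dependent and linker histones, ribosomal protein and housekeeping, inflammation and NF-kB, TGF-beta and BMP, Hippo and YAP, AP-1 and immediate early, Wnt, Hedgehog, EGF and FGF signalling, adhesion, matrix and migration, HOX, and olfactory receptors. They held 468 entries and 457 different genes, all found in the annotation. Each peak was given to the gene with the nearest TSS. The net number of condition-only peaks of a list, I-BET151-only minus DMSO-only, was divided by its peaks and placed among 10000 random lists of the same size, matched on the number of peaks per gene in 7 bins. A list above the 97.5th or below the 2.5th percentile was counted as standing apart.

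Motifs were searched as 20 consensus strings, 6 taken from the study and 14 others, of which NKX6-1 and CTCF are also named by the study for its other peaks, on either strand within 100 bp of each summit. The ratio of the I-BET151-only share to the DMSO-only share has a log-normal 95% interval, and the GC-matched ratio one from 1000 bootstrap draws. The study used HOMER, and its method was replaced here by these strings, so shares of peaks are not comparable with HOMER's. Peaks with summits over 3 kb from a TSS were stitched into clusters where they lay within 12.5 kb, and the clusters were ranked within a list by covered bases. The text names all genes of the study's lists, the 10 genes with the highest net number of condition-only peaks in each direction, the 5 strongest condition-only peaks of each condition in a gene or its promoter, the genes nearest to the 5 top clusters, and in each other list up to 4 genes per direction with a promoter peak in 1 condition alone. The lists, strings, rules, main comparisons and all alternatives but 1 were fixed before the data were examined. Chosen after that were the depth-scaled ratios of lists and single promoters, the count of telomere repeats, the splits by strength, the tests of counting noise and of a common gain, and the count of promoter peaks that overlap the other list outside the 3 kb limit.

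The alternatives were a -log10 p of at least 10, a -log10 q of at least 5, lists of equal size, a reciprocal overlap of 50%, summits within 250 bp, condition-only peaks over 1 kb from the other list, promoters of 1 kb, peaks within 10 kb of the gene in place of the nearest TSS, random lists matched on locus length in 10 bins, a motif window of 250 bp, GC matching, peaks over 3 kb from a TSS only, stitching within 5 kb, the top 200 in place of 500 clusters, and all sequences. The alternative chosen after seeing the data thinned the I-BET151 pileups to the DMSO depth and dropped peaks under a -log10 p of 5. The steps were tested on simulated peak lists. Whole pileups came back for 100.0% of 19662 simulated peaks, and a random pair of fold and -log10 p fitted a whole pileup in 0.660% of 20000 cases. Of 200 random gene lists, 7.00% fell outside the central 95%. A simulated list of higher depth was 1.04 times as long as the shallower one, and 1.00 times after thinning. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.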

Results

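BRD4 binding was profiled by CUT&Tag, in which an antibody directs a transposase to cut and tag the DNA around a bound protein. The cells were pancreatic progenitors (PPs) derived from the human embryonic stem cell line MEL1 INS-GFP/W. BRD4 is a BET family protein that binds acetylated histones and promotes transcription elongation. PPs grown on feeder cells in EF6 medium received DMSO, the solvent, or 1.0 µM I-BET151, an inhibitor of BET bromodomains, for 7 days. The comparison asked where BRD4 sat in PPs grown with the inhibitor and with the solvent. Each group had 2 samples but 1 peak list, and how the samples entered it was not given, so no difference here has a replicate check. The mean background coverage was 3.08 fragments in the DMSO list and 3.87 in the I-BET151 list, a ratio of 1.26, and the lists held 41011 and 52317 peaks.

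HEY1, a Notch target that encodes a transcriptional repressor, had 0 peaks in DMSO and 4 in I-BET151 in the gene or within 10 kb of it (chromosome 8, 79762371 to 79767857, hg38). Of these, 3 lay at its promoter, the strongest at 79768481 to 79768795. HES1, another Notch target, had 4 peaks in DMSO and 5 in I-BET151, and the added peak lay upstream of the gene at 194130843 to 194131579 on chromosome 3. NOTCH1, which encodes a Notch receptor, had 4 and 9, with 1 and 4 at its promoters that did not overlap. The 3 study-named Notch genes together had 44 nearest peaks in DMSO and 65 in I-BET151, of which 18 were DMSO-only and 39 I-BET151-only. Their net number of condition-only peaks, per peak, stood at the 71.6th percentile of matched random lists by nearest TSS, inside the central 95%. It stood at 97.3 with peaks within 10 kb of the gene and at 92.2 at a -log10 p of at least 10, also inside.

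Genes for transcription factors of the pancreatic progenitor also held more peaks in the I-BET151 list. GATA4 had 5 peaks in DMSO and 12 in I-BET151 in or near the gene, and GATA6 had 3 and 6. ONECUT1, the gene for HNF6, had 1 and 3, FOXA2 had 2 and 4, SOX9 had 1 and 2, and MNX1 had 3 and 4. PDX1, the master regulator of the pancreatic lineage, had 3 peaks in each list, and NKX6-1 had 2 in each, 1 of them shared. PDX1 had a further promoter peak in I-BET151 at 27917998 to 27918765 on chromosome 13, beside a shared one at 27920351 to 27921178, and had a DMSO-only peak at 27933724 to 27934115. GATA6 had promoter peaks in I-BET151 alone. The I-BET151 peak at the ONECUT1 promoter overlapped a DMSO peak (52784608 to 52785147 on chromosome 15) that lay outside the 3 kb limit, and the other 6 of the 8 genes had a promoter peak in both lists. By nearest TSS, I-BET151-only peaks outnumbered DMSO-only peaks at FOXA2 (18 and 4), SOX9 (13 and 2), GATA4 (12 and 6), NKX6-1 (7 and 2), ONECUT1 (5 and 2) and MNX1 (5 and 2). They were level at PDX1 (1 and 1) and fewer at GATA6 (8 and 11).

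The 8 study-named progenitor genes had 67 nearest peaks in DMSO and 106 in I-BET151, with 30 DMSO-only and 69 I-BET151-only, at the 90.8th percentile of matched random lists. The study chose these genes on these cultures, so the list is no independent evidence of its direction. The order at GATA6 turned round to a net of 4 I-BET151-only peaks at a -log10 p of at least 10, and the list reached the 98.0th percentile at a -log10 q of at least 5.

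The endocrine progenitor and cell cycle genes that the study named were mixed. NKX2-2, a transcription factor gene of endocrine progenitors, had 0 peaks in DMSO and 2 in I-BET151, both at its promoter. NEUROG3, the inducer of the endocrine fate, had 1 peak near it in each list and no promoter peak in either, and NEUROD1 had 1 promoter peak in each. At both genes the peaks of the lists lay at different positions. By nearest TSS, NEUROG3 had 3 DMSO-only and 1 I-BET151-only peaks, and NEUROD1 had 1 and 0. CDKN1A, which encodes the cell cycle inhibitor p21, had 2 and 4 peaks, and PCNA, a DNA replication gene, had 3 in each. These 5 genes together had 8 and 10 nearest peaks, with 4 DMSO-only and 5 I-BET151-only, at the 35.8th percentile. The study also chose these genes and those of the Notch list on these cultures.

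**Figure D1:**
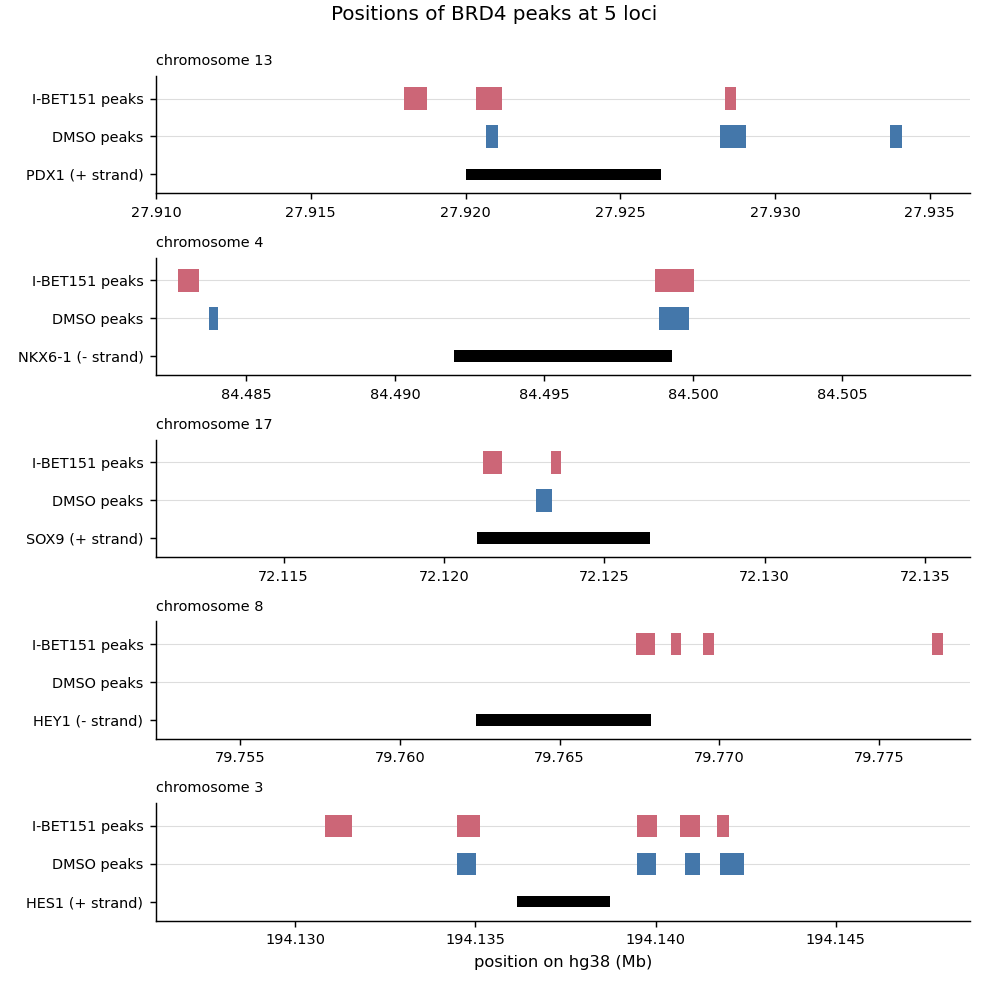
Positions on hg38 (Mb) of the BRD4 peaks called in I-BET151 (red) and DMSO (blue) in 5 genes (black) and 10 kb either side. HEY1 has 4 I-BET151 peaks and 0 DMSO peaks, and PDX1 and NKX6-1 have equal numbers in both lists.

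Some of the 26 other lists share genes or themes with the study's results and are not independent of it. The Notch pathway, endocrine progenitor and islet, and cell cycle lists hold study-named genes. The study reported pancreas development among terms of up-regulated genes, and cell migration and acute inflammatory response among those of down-regulated genes. Among these 26 lists, other pancreatic progenitor genes stood high. Their 18 members had 95 peaks in DMSO and 161 in I-BET151, 38 DMSO-only and 107 I-BET151-only, at the 99.4th percentile. SOX11, PROX1, NR5A2 and NKX6-2 had promoter peaks in I-BET151 alone, whereas PTF1A, which drives the acinar fate, and GP2 had them in DMSO alone. EGF and FGF signalling genes had 138 and 224 peaks, 51 DMSO-only and 141 I-BET151-only, also at the 99.4th percentile. SPRY1, a feedback inhibitor of FGF signalling, had 1 DMSO-only and 20 I-BET151-only peaks, and the receptor gene FGFR1 had promoter peaks in I-BET151 alone. EGFR, with 4 promoter peaks in I-BET151, did too, but at least 1 of them overlapped a DMSO peak outside the 3 kb limit. HOX genes had few peaks, 13 in DMSO and 29 in I-BET151, with 10 and 26 condition-only, at the 99.2nd percentile. HOX genes lie side by side in chromosomal clusters, which the random lists did not match, so their peaks are not independent. HOXA7, HOXB1, HOXA3 and HOXD8 had promoter peaks in I-BET151 alone and HOXC10 and HOXB4 in DMSO alone. Liver genes had 12 and 25 peaks, 6 DMSO-only and 20 I-BET151-only, at the 98.9th percentile. Promoter peaks at the fibrinogen genes FGG and FGB and at SERPINA1 and AHSG were in I-BET151 alone, and those at APOC3 and TTR in DMSO alone.

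The reverse held for genes of adhesion, matrix and migration and for AP-1 and immediate early genes. The 18 adhesion, matrix and migration genes had 111 peaks in DMSO and 95 in I-BET151, 56 DMSO-only and 43 I-BET151-only, a net of -13 at the 0.1th percentile. LAMA3, which encodes a laminin chain, had 11 DMSO-only and 3 I-BET151-only peaks. AP-1 and immediate early genes had 99 and 94 peaks, 46 DMSO-only and 44 I-BET151-only, at the 1.5th percentile, and 13 of their 14 promoters were occupied in both lists. In all, 4 of 29 lists stood above the central 95% of random lists and 2 below it, where 1.45 lists outside it were expected by chance. Of 9 other settings, the call held in 9 for adhesion, matrix and migration, in 8 each for AP-1, HOX and other progenitor genes, in 6 for EGF and FGF signalling and in 5 for liver.

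Among the lists inside the central range, mesenchyme genes were close to its edge, with 42 and 71 peaks at the 97.1st percentile. The collagen gene COL1A2 and the transcription factor genes PRRX1 and ZEB2 had promoter peaks in I-BET151 alone. Inflammation and NF-kB genes were close to the other edge, with 48 and 46 peaks at the 3.9th percentile, and ICAM1, CCL2 and TNF, which encode an adhesion molecule and cytokines, had promoter peaks in DMSO alone. In other settings mesenchyme passed the limit in 2 of 9, and inflammation and NF-kB in 4 of 9, with 0.3 as the lowest percentile. The wider Notch pathway had 157 and 218 peaks at the 83.6th percentile. Promoter peaks were in I-BET151 alone at HEY1, NUMBL and LFNG and in DMSO alone at MFNG. Wnt genes stood at the 88.1st percentile, with WNT5A, WNT7B, AXIN2 and DKK1 occupied at the promoter in I-BET151 alone, and at 99.0 with peaks within 10 kb of the gene. Hippo and YAP genes stood at 83.6, with TEAD3 in I-BET151 alone, and Hedgehog genes at 74.7, with GLI3 and HHIP. TGF-beta and BMP genes stood at 43.1, with TGFB1 and BMP4 in I-BET151 alone and SERPINE1 in DMSO alone.

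Other cell type lists also lay inside the central range. Endocrine progenitor and islet genes stood at the 63.8th percentile, and 9 of their 31 promoters were occupied in I-BET151 alone, among them RUNX1T1, FEV, NKX2-2 and INS, against 1 in DMSO alone, PAX4. The acinar list stood at 89.1, with RBPJL, CLPS and CTRB1 in I-BET151 alone and BHLHA15 in DMSO alone. The duct list stood at 66.9, with SPP1 and CLDN4 in I-BET151 alone. Pluripotency genes stood at 93.0, with TERT in I-BET151 alone and PRDM14 in DMSO alone. Endothelium and blood genes stood at 85.9, with TAL1 in I-BET151 alone. Gut and stomach genes stood at 17.4, with CDX2 in I-BET151 alone and TFF3 in DMSO alone. Neural genes stood at 13.4, with ASCL1 and STMN2 in I-BET151 alone and SOX10 and ELAVL3 in DMSO alone.

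Genes of general cell function lay inside the central range. Cell cycle and DNA replication genes were at the 16.9th percentile, but at 1.2 with peaks within 10 kb of the gene, and PLK1, CCNE1 and E2F1 had promoter peaks in I-BET151 alone. Cyclin-dependent kinase inhibitors were at 68.4, with CDKN1C in I-BET151 alone, and BET proteins and P-TEFb at 39.0, with CDK9 in I-BET151 alone. Replication-dependent and linker histones were at 90.9, and all 10 promoters were occupied in both lists. Ribosomal protein and housekeeping genes were at 73.3, with 24 of 26 promoters occupied in both, RPS20 in I-BET151 alone and RPS3 in DMSO alone. Olfactory receptors, which PPs should not use, had 1 and 2 peaks and were at 65.5.

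**Figure D2:**
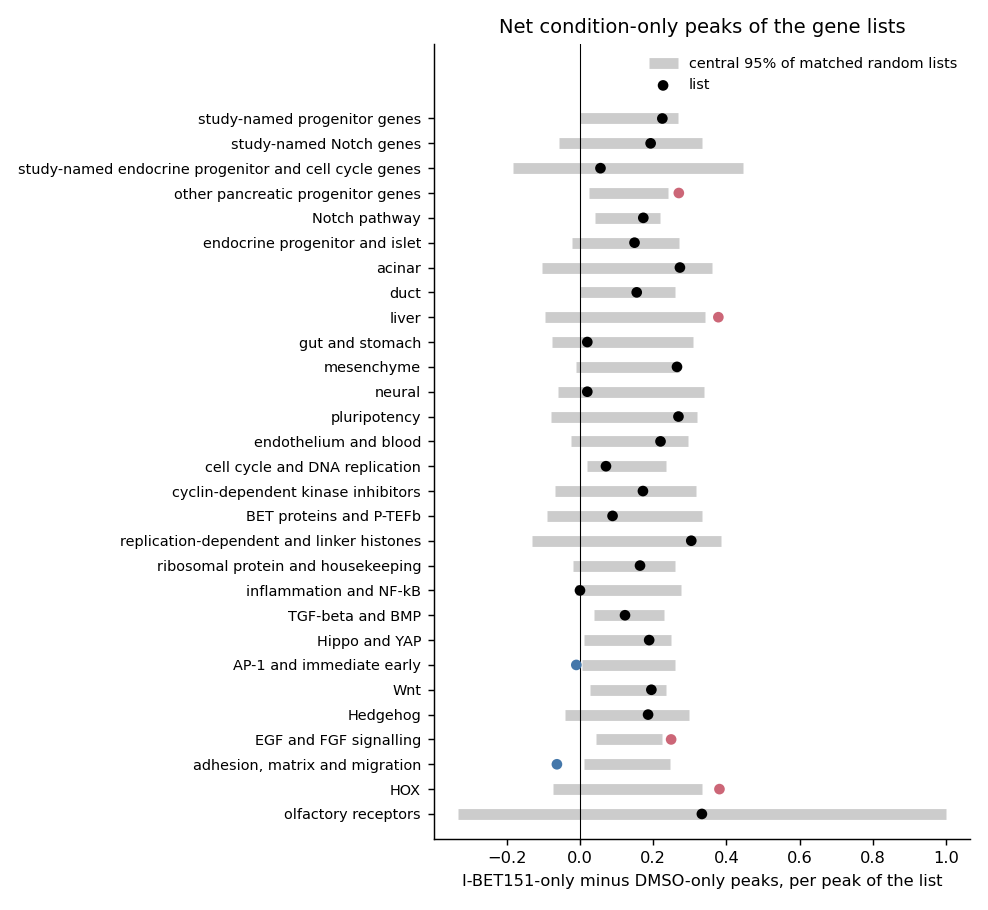
Net condition-only peaks (I-BET151-only minus DMSO-only, per peak of the list) of 29 gene lists, with grey bars for the central 95% of 10000 matched random lists. Red points (4 lists) lie above and blue points (2 lists) below the central range.

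Promoters of most genes held a BRD4 peak in both lists. Of 20033 protein-coding genes, 12750 (63.6%) were occupied at the promoter in both, 2244 (11.2%) in I-BET151 alone, 633 (3.16%) in DMSO alone and 4406 in neither. A peak of the other list outside the 3 kb limit overlapped the promoter peak of 21 and 5 of the genes occupied in I-BET151 alone and DMSO alone. TNS3, a focal adhesion gene (14 DMSO-only, 41 I-BET151-only), and GLIS3, a transcription factor gene of beta cells (8 and 35), shared the highest net number of I-BET151-only peaks. They were followed by MYC (3 and 25), MSI2 (7 and 27), HS6ST1 (15 and 35), FOXP1 (3 and 23), PRDM16 (10 and 29) and SPRY1. RAD51B had 9 and 27. TPTE, with 28 and 46, was the nearest protein-coding gene to ribosomal RNA genes on chromosome 21, and the largest of its DMSO clusters lay 2091785 bp from its TSS. Its net was -3 in lists of equal size. DMSO-only peaks exceeded I-BET151-only peaks most at SHANK2 (24 DMSO-only, 10 I-BET151-only), NEK6 (11 and 2), MEGF11 (15 and 7), EMP1 (10 and 2), LAMA3 (11 and 3), IYD (8 and 0), TRAF3 (8 and 0), GAS7 (9 and 1), SLC7A5 (9 and 2) and AGAP1 (11 and 4). CDKN1A and AGAP1 also turned direction at a -log10 p of at least 10, to nets of -1 and 1.

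The strongest condition-only peaks differed in where they lay. Of the 5 strongest I-BET151-only peaks in genes, 3 were at the promoters of BCL6, a transcriptional repressor gene (chromosome 3, 187745472 to 187745824), USE1 (chromosome 19, 17214728 to 17215946) and NREP (chromosome 5, 111757289 to 111758306). The other two were in introns of RFX8 (chromosome 2, 101439777 to 101440768) and TCF7L1, a Wnt effector gene (chromosome 2, 85255393 to 85256500). All 5 strongest DMSO-only peaks in genes were intronic, in ELOVL7 (chromosome 5, 60761534 to 60762072), KIAA0825 (chromosome 5, 94567785 to 94568590), the kinase gene JAK2 (chromosome 9, 5096421 to 5097085), NXN (chromosome 17, 841277 to 842019) and the chromatin remodeller gene INO80 (chromosome 15, 41031648 to 41032126). The authors' -log10 p was 117 to 168 for the I-BET151-only and 70.3 to 151 for the DMSO-only peaks, values that hold within each list.

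On chromosomes 1 to 22, X and Y the DMSO list held 40841 peaks and the I-BET151 list 52106, which is 1.28 times as many. They covered 24.2 and 35.6 Mb, with median widths of 489 and 549 bp. Of the DMSO peaks 57.2% (Wilson 95% interval 56.8 to 57.7) overlapped an I-BET151 peak, and of the I-BET151 peaks 44.1% (43.7 to 44.5) overlapped a DMSO peak. Shuffled peaks gave 2.62% and 2.07%. The remaining 17467 DMSO-only and 29135 I-BET151-only peaks were weaker and narrower than the shared ones. Weak peaks were shared least, 22.8% of DMSO and 12.4% of I-BET151 peaks with a -log10 p of 5 to 7. At 50 to 100 the shares were 98.3% and 95.2%, and above 100 they were 94.4% and 99.1%. The I-BET151-only share was 55.9%, and was 69.9% when a reciprocal overlap of 50% was asked for.

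**Figure D3:**
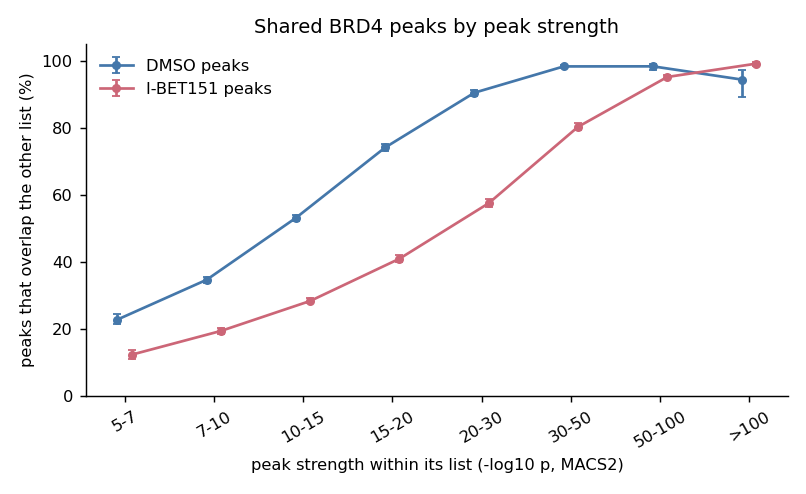
Share of DMSO (blue) and I-BET151 (red) peaks that overlap a peak of the other list (%), by the -log10 p of MACS2 within each list, with Wilson 95% intervals as bars. The share is 22.8% and 12.4% in the weakest peaks, 98.3% and 95.2% at 50 to 100, and 94.4% and 99.1% above 100.

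Promoters made up a larger part of I-BET151-only than of DMSO-only peaks. Summits lay within 3 kb of a TSS in 29.1% (28.6 to 29.7) of I-BET151-only and 24.9% (24.2 to 25.5) of DMSO-only peaks, and in 53.8% and 53.4% of the shared peaks of the DMSO and I-BET151 lists. Introns held 29.9% of I-BET151-only and 32.9% of DMSO-only peaks, and intergenic sequence 37.8% and 38.2%. Among random positions 11.6% were at promoters. Random positions of the same GC content were at promoters in 25.8% (25.3 to 26.3) of cases for I-BET151-only peaks and 25.3% (24.6 to 25.9) for DMSO-only peaks, so the DMSO-only share did not differ from that of such positions. The difference of 4.28 percentage points between the condition-only sets shrank to 0.570 with a reciprocal overlap of 50%, and its interval, -0.183 to 1.32, then held 0. With summits within 250 bp it was 0.305 (-0.454 to 1.07).

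**Figure D4:**
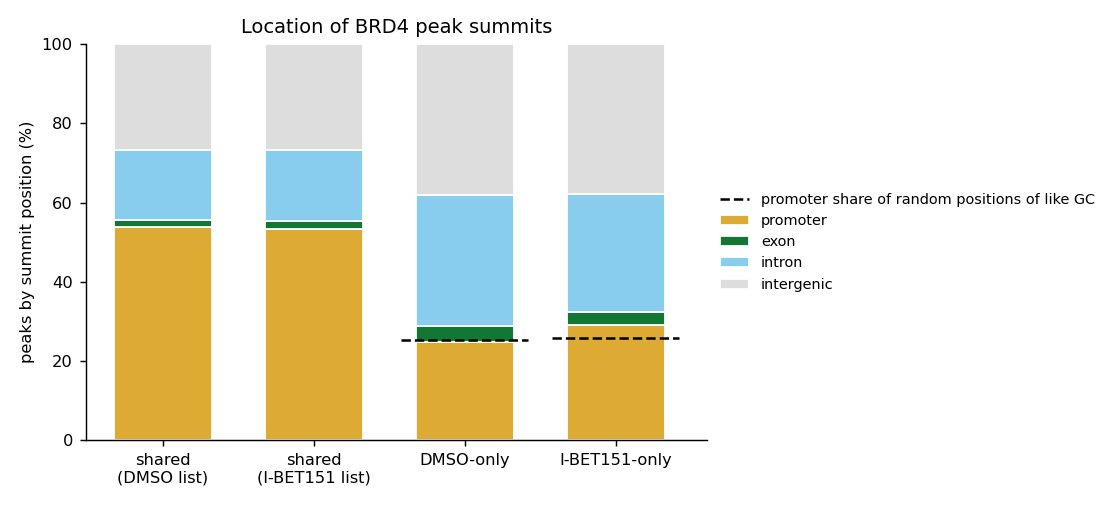
Location of peak summits (%) for shared and condition-only BRD4 peaks, with dashed lines for the promoter share of random positions of the same GC content. Promoters hold 53.8% and 53.4% of shared, 24.9% of DMSO-only and 29.1% of I-BET151-only peaks.

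Motifs of pancreatic transcription factors were more frequent at I-BET151-only than at DMSO-only peaks. The GATA4/GATA6 motif was in 3.88% of I-BET151-only and 2.67% of DMSO-only peaks, a ratio of 1.46 (1.31 to 1.62). The HNF6 motif had a ratio of 1.48 (1.26 to 1.75). Ratios were 1.22 (1.07 to 1.39) for PDX1, 1.21 (1.07 to 1.37) for FOXA2, 1.19 for SOX9, whose interval lay above 1, and 1.08 (1.01 to 1.14) for RBPJ, the DNA-binding partner of Notch. These 6 motifs were taken from the study of these cultures and are no independent evidence. Of the other 14, HNF1B (2.05, 1.41 to 2.97), SP/KLF (1.54, 1.26 to 1.88), NKX6-1 (1.53, 1.26 to 1.85) and TEAD (1.25, 1.09 to 1.43) also lay above 1. The study names NKX6-1 and CTCF too, for open chromatin in these cultures, so neither is independent. Random positions were also drawn to the GC content of I-BET151-only peaks. Against them, DMSO-only peaks held fewer HNF6 (0.78), NKX6-1 (0.72), HNF1B (0.56) and SP/KLF (0.63) motifs. DMSO-only peaks were not matched on GC content there, so base composition can account for part of this. With matching, their shares were 1.33% against 1.42% at random positions for HNF6 and 1.04% against 1.15% for NKX6-1. For HNF1B they were 0.246% and 0.367%, and for SP/KLF 0.940% and 1.24%. I-BET151-only peaks held SP/KLF at 0.96 times the random share, and HNF6, NKX6-1 and HNF1B above it, by ratios without intervals. AP-1 (0.89, 0.81 to 0.97), the E-box CACGTG (0.86, 0.79 to 0.94) and NEUROD/NEUROG (0.90, 0.83 to 0.97) lay below 1, and the intervals of 7 held 1: CTCF, NF-kB, HNF4A, ETS, NFY, NRF1 and RFX. After matching on GC content the ratio stayed above 1 for GATA4/GATA6 (1.32, 1.19 to 1.48), HNF6 (1.23), SOX9 (1.19, 1.11 to 1.29) and RBPJ (1.11, 1.04 to 1.18). The intervals of FOXA2 (1.07, 0.95 to 1.21) and PDX1 (1.11, 0.98 to 1.28) then held 1, as did those of NKX6-1 (1.21, 0.99 to 1.49) and NEUROD/NEUROG (0.94, 0.87 to 1.01). Among the other motifs, the call held in 10 of 10 settings for HNF1B and the E-box, in 9 for NKX6-1, SP/KLF and TEAD, in 8 for NEUROD/NEUROG and in 6 for AP-1. CTCF lay above 1 in 4 of them, and ETS and NF-kB in 1 each.

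**Figure D5:**
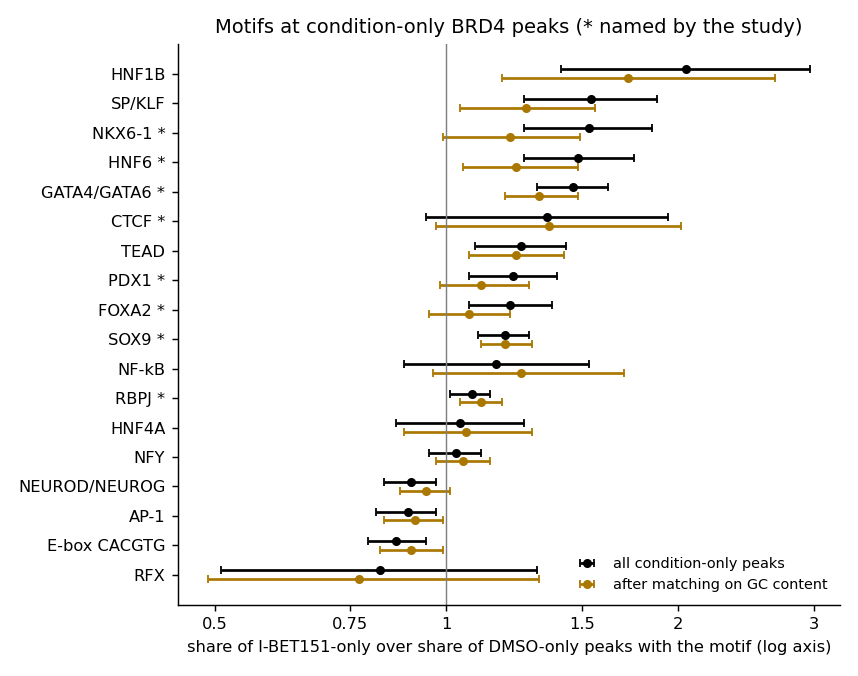
Share of I-BET151-only over share of DMSO-only peaks with each motif (log axis), before (black) and after (brown) matching on GC content, with 95% intervals as bars. ETS and NRF1, found in 20 and 5 DMSO-only peaks, are left out, and GATA4/GATA6 moves from 1.46 to 1.32.

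Clusters of BRD4 peaks away from promoters mark long stretches with called peaks. The I-BET151 cluster of rank 5 spanned HES1 (chromosome 3, 194056836 to 194142046), with 20 peaks that covered 11094 bp. Ranks 2 to 4 were nearest to MTLN, EGFL7, a neighbour of NOTCH1, and BAHCC1. In DMSO, ranks 2 to 5 were nearest to PTMA, ODF3L1, DUSP1, a stress-response phosphatase gene, and GADD45B. Rank 1 in both lists was the ribosomal RNA stretch on chromosome 21, nearest to TPTE. Each of these 10 clusters overlapped one of the 500 top clusters of the other list. Of the 500 top I-BET151 clusters, 203 (40.6%, 36.4 to 45.0) overlapped a top DMSO cluster, and 490 overlapped some DMSO cluster.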

Values the study reported

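The study chose 1 μM as the best dose of I-BET151 for PPs. After treatment it reported 620 up-regulated and 2209 down-regulated genes by RNA sequencing.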

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

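The tests that thin the I-BET151 list to the DMSO depth, of counting noise, and of a gain common to promoters and other sites were chosen only after the data were seen. The I-BET151 list held 211 peaks on sequences other than chromosomes 1 to 22, X and Y, against 170 in DMSO, a signal outside the main comparison that was higher than in the control. They made up 0.403% and 0.415% of the lists, and 8 and 7 of them lay on the mitochondrial sequence.

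The I-BET151 list was 1.28 times as long as the DMSO list, and its library was deeper. After its pileups were thinned to the DMSO depth it was still 1.236 times as long (1.234 to 1.237 over 20 draws). The thinning judged only the summit, whereas no peak of either list was narrower than 282 bp. Peaks that lower depth would make too narrow to be called were kept, so depth as the whole cause stays open. The depth-scaled summit ratio of shared peaks differed between promoters and other sites in 4 of 5 ranges of like strength. It was, for example, 1.39 and 1.18 at 15 to 20 times the mean coverage. A common factor on whole pileups is therefore unlikely. The ratio also rose with strength in both classes, and the pileups hold local background that was not subtracted. A single gain in signal above unequal backgrounds could give such differences, so the test cannot decide on it. At weak sites over 3 kb from a TSS the ratio was 0.96 (0.95 to 0.98), so a gain at every site was not seen, although a weak peak of the shallower DMSO list needs a higher depth-scaled pileup to be called. At promoters of ribosomal protein and housekeeping genes, which serve as a reference, the ratio was 1.53 (1.29 to 1.80). That was 1.25 times the ratio of all shared peaks and outside both outcomes set in advance. A higher enrichment at many sites therefore stays open. An effect of I-BET151 also stays open, because 1 list per group gives no measure of variation between replicates.

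The GATA4/GATA6 motif was more frequent at I-BET151-only peaks, by a ratio of 1.46. Matching on GC content left 1.32 (1.19 to 1.48), which argues against base composition as the whole cause. Matching on depth and peak strength left 1.45 (1.30 to 1.60), which argues against those. More BRD4 at sites with a GATA motif under I-BET151 may account for the rest, as a hypothesis found and tested on the same lists. Binding of GATA factors was not measured. The study also found GATA4 and GATA6 motifs enriched where chromatin became more open under I-BET151. With no control library named, more BRD4 cannot be told apart from more open chromatin here. Variation between replicates was not assessed and stays open.

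Of the I-BET151 peaks 55.9% lacked a DMSO counterpart. Counting noise at the DMSO depth would make 11.6% miss the threshold, and in the range of -log10 p from 20 to 30 it would make 0.330% miss it where 42.5% did. This argues against noise of independent fragments at summits as the whole cause. The expectation ignored the width that a called peak needs, so it can be too low. Duplicate fragments were also kept, and their copies add noise that this leaves open. Positions of the same GC content lay at promoters in 25.8% of cases, against 29.1% of the I-BET151-only peaks. Stacks of fragments placed at random are therefore unlikely to be the whole cause, although a part of the peaks could be such stacks. Of the I-BET151-only peaks with a -log10 p of 5 to 10, 24.5% (23.7 to 25.3) lay at promoters, no more than 25.8%. Those positions were matched to the GC content of all I-BET151-only peaks, not of these weak ones, so this comparison is rough. Stacks that gather at promoters for other reasons than BRD4 were not tested, as no control library was named. A difference between single libraries and a difference between the treatments both stay open, as the lists hold no replicates.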

How the results depend on the processing

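Thinning to the DMSO depth was chosen after seeing the data, and all other settings were planned. No paired analysis was possible because each group's 2 replicates have 1 peak list, from both or from 1 of them, and a replicate could not be left out for the same reason. Every other setting was run. The counts of genes occupied in DMSO or I-BET151 alone stayed within 1.5 times in 10 of 10 cases, and in 58 of 60 cases the interval of the 6 motifs taken from the study stayed above 1. Depth sets which weak peaks pass the threshold.

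At a -log10 p of at least 10 the I-BET151 list was 1.48 times as long, the DMSO-only share 34.6%, the promoter difference 6.15 points, and 2 lists lay above the central 95%, with EGF and FGF signalling at 94.3 and liver at 95.2. The net turned to 4 for GATA6, -1 for CDKN1A and 1 for AGAP1. At a -log10 q of at least 5 the ratio of lengths was 1.34, the DMSO-only share 40.1% and the study-named progenitor genes at 98.0. In lists of equal size the ratio was 1.00 by construction, the DMSO-only and I-BET151-only shares 47.5% and 48.6%, the promoter difference 5.99, HOX at 91.4, liver at 96.7, the overlap of top clusters 45.4% and the net of TPTE -3. With thinning to the DMSO depth the ratio was 1.24 and the shares 43.3% and 55.0%.

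A reciprocal overlap of 50% gave shares of 61.6% and 69.9% and a promoter difference of 0.570. Summits within 250 bp gave 61.1%, 69.5% and 0.305. Both ask for more before a peak is shared, so more are condition-only by construction. Condition-only peaks over 1 kb from the other list gave 36.6% and 49.3%, with liver at 96.6. With promoters of 1 kb the difference was 6.16 points. Matching on locus length left 2 lists above and 1 below the limits, with other pancreatic progenitor genes at 95.2, EGF and FGF signalling at 93.5 and AP-1 at 11.4. Peaks within the locus gave EGF and FGF signalling 86.6, liver 90.7 and a net of 3 for GATA6. Matching on GC content lowered FOXA2 to 1.07 and PDX1 to 1.11, whose intervals then held 1. The top 200 clusters overlapped by 45.0%. Apart from the settings explained by their construction, the cause was not tested.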

Other observations

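The depth-scaled comparisons, the count of telomere repeats and the split of condition-only peaks by strength in this part were chosen only after the data were seen. At shared promoter peaks, the ratio of I-BET151 to DMSO summit pileups, each over its library's mean coverage, had a median of 1.38 (1.37 to 1.39), against 1.07 (1.06 to 1.08) at shared peaks over 3 kb from a TSS. Promoters of Hippo and YAP genes had a median of 1.79 over 18 peaks, at the 99.2nd percentile of random promoter peaks, and the Notch pathway 1.68 over 24, at 98.5. Promoters of adhesion, matrix and migration genes had 1.04 over 24, at 0.4, inflammation and NF-kB genes 1.06 over 17, at 1.5, endothelium and blood genes 0.87 over 6, at 0.8, and gut and stomach genes 0.94 over 7, at 2.3. The study-named progenitor genes had 1.83 over 7 peaks, at 95.4. Lists apart by peak counts were not all apart here, with AP-1 and immediate early genes 1.46 at 67.2, other pancreatic progenitor genes at 71.3 and HOX 1.62 over 3 peaks at 74.1. The random promoter peaks were not matched on strength, and the ratio rose with strength at promoters. A list of strong or weak promoter peaks can therefore reach an extreme percentile for that reason alone. Peaks of the same gene were also counted separately, so these percentiles only describe the lists.

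Among the study-named genes whose highest promoter peaks overlap between the lists, the ratio of their pileups was 2.92 (2.05 to 4.25) at GATA4, 2.17 (1.67 to 2.83) at HES1, 2.12 (1.55 to 2.93) at NKX6-1 and 1.83 (1.44 to 2.33) at MNX1, with intervals that count each fragment as independent although duplicates were kept. PCNA, with equal numbers of peaks in both lists, had 2.16 (1.63 to 2.88). Ratios above the median of 1.38 at shared promoter peaks were therefore not limited to progenitor and Notch genes. That median is not matched on strength, with which the ratio rose. At 30 to 50 times the mean coverage the promoter median was 1.61. The MNX1 and NKX6-1 intervals held 1.61, and those of GATA4, HES1 and PCNA lay above it. MNX1 reached 32.8 times the mean coverage in DMSO and 59.95 times in I-BET151. Its ratio is therefore not shown to exceed that of promoters of like strength. The intervals of SOX9 (1.12 to 3.32), CDKN1A (1.32 to 2.07) and FOXA2 (0.741 to 1.51) held 1.38. The SOX9 peaks overlapped only at their edges. The I-BET151 summit, at 72123599 on chromosome 17, lay outside the DMSO peak (72122878 to 72123375), so the ratio compares different positions. The highest promoter peaks of PDX1, NOTCH1 and NEUROD1 lay at different positions in the 2 lists and give no ratio at a site. The shared promoter peak of PDX1 reached 14.3 times the mean coverage in DMSO and 19.6 times in I-BET151.

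Top clusters in I-BET151 included ones nearest to the Notch ligand gene JAG1 (rank 26), HNF1B (rank 32), the Wnt effector gene TCF7L2 (rank 65), MYC (rank 97) and FOXA2 (rank 239). Top clusters in DMSO included ones nearest to NOTCH1 (rank 20), which lies inside the I-BET151 cluster of rank 3 nearest to EGFL7, CCND1 (rank 44), HNF1B (rank 88), LAMA3 (rank 214) and FOS (rank 405). GATA6 (rank 154) and HES1 (rank 183) were also nearest to top clusters in DMSO, and JUN (rank 267) and CCND1 (rank 407) in I-BET151. The clusters named here are examples, chosen without a fixed rule. Nearly all top clusters overlap a cluster of the other list, so these are not sites of 1 condition, and ranks from lists of different lengths show no change.

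Telomere repeats were common in the strongest peaks, and 1 of the 10 strongest in each list lay at a promoter, that of FOXK2. Of the 10 strongest, 7 in DMSO and 8 in I-BET151 held at least 5 telomere repeats, and 10 of 10 in each list were shared. Such peaks were few, 56 of 40841 and 59 of 52106.

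The promoter share of I-BET151-only peaks differed by strength. Among I-BET151-only peaks with a -log10 p of 5 to 10, 24.5% (23.7 to 25.3) lay at promoters, and above 20 it was 42.1% (40.7 to 43.6). Among DMSO-only peaks the shares were 23.9% (23.1 to 24.8) and 25.3% (21.7 to 29.3), with intervals that overlap. The GATA4/GATA6 motif was in 3.85% and 4.05% of these I-BET151-only and in 2.88% and 2.02% of these DMSO-only peaks.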
